A study of Homo sapiens with 6 samples. Its data were reported in "AVJ16 inhibits lung carcinoma by targeting IGF2BP1" (2025).

How the data were processed

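The deposited table held counts per gene for 6 libraries of H1299 cells, 3 treated with 1.5 µM AVJ16 and 3 with DMSO for 48 h. According to the authors, poly(A) RNA was made into stranded libraries with a KAPA kit and sequenced as single-end reads. Per the labels and the methods, reads were trimmed with cutadapt 2.10, aligned to GRCh38 with TopHat2 2.1.1 and counted with HTSeq 2.01, and the authors normalised the counts with DESeq2 1.36.0. The strand setting of the counting is not given in the sources used here. The table also held 6 columns of normalised counts, which were not used. The columns are named A to F and the labels do not give these letters, so the group of each column (A, B and C for DMSO, D, E and F for AVJ16) was read from the condition bar of the authors' heat map. Replicate numbers could not be assigned to columns.

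The table held 22004 genes after 1 empty line was dropped. The symbols of 2 genes had been stored as dates and were restored by gene ID, and 11 symbols were shared by 2 gene IDs and kept apart. The smallest sum of counts over the 6 libraries was 10, so the table had already been filtered and an analysis with no filter was the same as one with a sum of at least 10. Of the genes, 21906 were found in GENCODE 44 and 98 were not. The libraries held 19353830 to 30253721 counts.

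Counts were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Genes were kept by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and AVJ16 was compared with DMSO by the two-sided quasi-likelihood F test of edgeR 4 with robust dispersion. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. A second count used the thresholds stated by the study, an adjusted p of 0.1 and a log2 fold change beyond 0.5. Fold changes used a prior count of 0.125. The SE of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. Confidence intervals were built from that SE, so both were derived from the test and not fitted separately. CPM values were scaled by TMM, and log2 CPM for principal components of the 500 most variable genes used a prior count of 2. The biological coefficient of variation was 13.5%. On simulated data with the same dispersion, 44.8% of genes changed 1.5-fold, 85.1% of those changed 2-fold and 97.0% of those changed 3-fold were recovered. Of the calls, 5.62% were false. Genes that did not pass can therefore still differ. Only 67, 67 and 66 genes were changed at these sizes, whereas 2390 genes passed in the real data. Simulated genes were drawn independently, and no library was made to stand apart from its group. These rates may therefore not hold for the real data.

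The tests, thresholds, lists and alternatives were chosen before the data were examined. Of 39 gene lists, 36 had at least 5 tested genes and were tested with camera at a preset correlation of 0.01, adjusted over the lists. Camera with an estimated correlation, camera on ranks and fry were run beside it. Camera asks whether the genes of a list changed more than other genes. Fry asks only whether they changed in a direction, so its results answer another question. Tested on simulated data, 4% of unchanged lists reached an unadjusted p under 0.05. The simulated genes were drawn independently, so this check does not cover correlation between genes. In the real lists that correlation was estimated at up to 0.936, for the mitochondrially encoded mRNAs. The figures of the study had been opened before the lists were fixed. The lists of its pathways, of known targets, of its qPCR genes, of ABC transporters, and of stress, cholesterol and NF-kB genes are therefore not blind to its results and are not independent evidence. The other lists cover the WNT antagonists and targets, NRF2, AHR, p53, apoptosis, the cell cycle, immediate early, interferon, YAP/TAZ, TGF-beta, mesenchymal, epithelial, hypoxia, lysosome, fatty acid, ribosomal, mitochondrial, respiratory chain, histone, nuclear RNA and other-cell genes. They too were fixed after the figures had been opened. The WNT antagonist and target lists share 2 and 1 tested genes with the qPCR list, so they are not independent evidence either.

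Named genes followed a rule. They were IGF2BP1 and its paralogs, the qPCR genes and known targets, the 12 largest rises and 12 largest falls among genes past the threshold with a mean of at least 5 CPM and groups that did not overlap, and in each list up to 4 members with the smallest p. Some of these genes are not reported here, which leaves 175. Where the text names fewer than 4 members of a list, those whose call held in every setting were preferred after the settings had been compared, so the genes in the text look more stable than these 175, whose counts the closing section gives.

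Alternatives to the main choices were other scalings (DESeq2's size factors, library size alone, upper quartile), no filter, DESeq2 1.42.0 with the study's settings or its default filtering, limma voom with and without sample weights, other dispersion settings, stricter thresholds, and the omission of each library in turn. On the simulated data used for edgeR, 14.75% of the calls of DESeq2 with the study's settings were false. That share was 5.81% for voom and 3.97% for voom with sample weights. Calls made by DESeq2 alone are thus less certain. An analysis without mitochondrially encoded mRNAs was added after their share in library D had been seen. An exploratory fit with the legacy setting of edgeR, the principal components and the library values had been seen before the predictions of the closing section were written. Random lists were matched on genomic span and mean expression, or on GC content and transcript length (10000 each). The matching on span was tested on simulated data, where 0% of lists that followed span alone fell below the 2.5th percentile. The matching on GC content and transcript length was not tested in this way.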

Results

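Poly(A) RNA was sequenced from H1299 cells, a human non-small cell lung cancer line that lacks p53, after 48 h with 1.5 µM AVJ16 or with the solvent DMSO. AVJ16 is a small molecule that the study describes as an inhibitor of IGF2BP1, an RNA-binding protein that stabilises many of the mRNAs it binds. Each group held 3 libraries, called A, B and C for DMSO and D, E and F for AVJ16. The comparison addressed which mRNAs differ in steady-state level between treated and control cells. The total counts were 21040216 in A, 29455992 in B, 19353830 in C, 23542683 in D, 24849945 in E and 30253721 in F.

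The libraries separated by treatment, and library D stood apart from the other AVJ16 libraries. On the 500 most variable genes, the first principal component held 66.1% of the variance and separated DMSO from AVJ16. The other main component held 16.95% and separated D, at -16.2, from E at 9.07 and F at 5.14. Across genes, log2 CPM correlated at 0.994 between E and F, at 0.980 between D and E, and at 0.984 between D and F. The 3 pairs of DMSO libraries correlated at 0.992 to 0.995. Genes are not independent replicates, so these correlations describe the libraries only. Mitochondrially encoded mRNAs took 11.93% of the counts of D (95% Wilson interval 11.91% to 11.94%), 6.42% of those of E (6.41% to 6.43%) and 5.13% of those of F (5.12% to 5.13%), against 5.99 ± 0.646% (mean ± SD, n = 3) in DMSO. These intervals cover counting error only. Each library was counted as 1 sample. The methods of the study speak of biological repeats, whereas the labels do not say that the libraries came from separate cultures. The p-values measured the spread between these samples, and that spread can be partly technical.

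**Figure D1:**
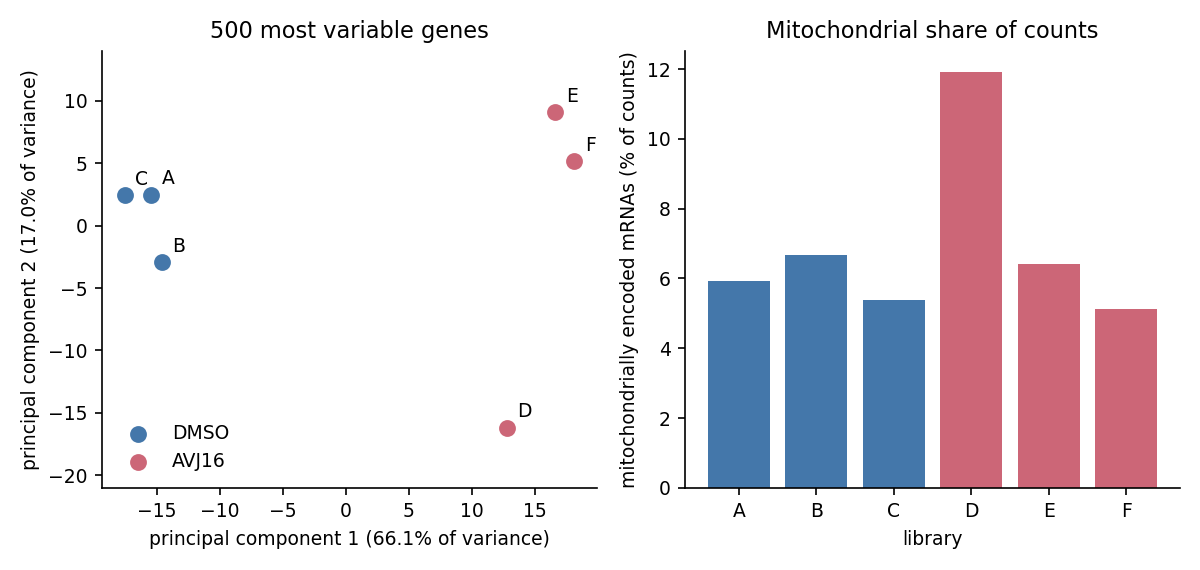
Left, scores of the 6 libraries on the first principal components of log2 CPM of the 500 most variable genes, with DMSO in blue and AVJ16 in red. Right, bars of the percentage of each library's counts in mitochondrially encoded mRNAs, 11.93% in D, 6.42% in E and 5.13% in F.

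AVJ16 altered the level of many mRNAs, with larger falls than rises. Of 16330 genes tested, 2390 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 958 of them higher and 1432 lower in AVJ16. Among them 126 were higher and 524 were lower by at least 2-fold. The AVJ16 and DMSO libraries did not overlap for 2388 of these genes, and for 37.1% of all genes tested, where chance gives 10%. At an adjusted p of 0.1 and a log2 fold change beyond 0.5, the thresholds that the study used for its counts, 862 genes were higher and 1550 lower. The number of genes depended on single libraries. It was 6250 without D, 1586 without E, 864 without F, 824 without A, 1013 without B and 872 without C. With scaling by library size alone, which shifted the median of all genes to a log2 fold change of -0.12, 523 genes were higher and 2215 lower, so that 19.1% of the genes past the threshold were higher against 40.1% with TMM. At the study's thresholds the count was 1500 without A and 1577 without C.

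Among genes with a mean of at least 5 CPM and groups that did not overlap, the largest rises included the stress response genes DDIT3, PPP1R15A and CHAC1, and the largest falls included genes of the cell surface and matrix such as GPC3, LAMA4 and FRAS1. CALB2, a calcium-binding protein, rose by 1.56 on the log2 scale (SE 0.12, adjusted p = 0.000657), from 7.69 ± 0.592 to 22.7 ± 0.0643 CPM (mean ± SD, n = 3). DDIT3, the transcription factor CHOP of the integrated stress response, rose by 1.41 (SE 0.11, adjusted p = 0.000657), from 17.8 ± 0.575 to 47.3 ± 4.49 CPM. The largest rises also held ZNF165 at 1.48, ANKRD1 at 1.42, PPP1R15A at 1.32, FAR2P2 at 1.27, CHAC1 at 1.27, TM4SF1 at 1.26, CIART at 1.24, SNAPC1 at 1.23 and SAT1 at 1.21. Among the falls, GPC3, a cell-surface glypican, went from 15.7 ± 0.33 to 3.65 ± 0.587 CPM (log2 fold change -2.11, SE 0.15, adjusted p = 0.000657). HSPA1B, an inducible heat shock protein, went from 60 ± 14.1 to 14.8 ± 1.46 CPM (log2 fold change -2.02, SE 0.18, adjusted p = 0.000755). IRS4, an adaptor of insulin and growth factor receptors, went from 126 ± 7.82 to 35.6 ± 6.79 CPM (log2 fold change -1.82, SE 0.15, adjusted p = 0.000657). The 12 largest falls also held LINC02593 at -2.09, SLC1A3 at -1.89, SMOC1 at -1.78, HS6ST2 at -1.76, EMILIN3 at -1.75, GNG7 at -1.69, PTPRG at -1.69, LAMA4 at -1.69 and FRAS1 at -1.67. HSPA1B shares nearly all of its sequence with HSPA1A, and the pseudogene FAR2P2 resembles FAR2, so reads could be split between copies and these values are uncertain. Exons on the opposite strand covered 27.2% of the exon length of DDIT3 (MARS1), 20.1% of that of ZNF165 and 16.4% of that of EMILIN3 (LPIN3), and the strand setting of the counting is not given in the sources used here.

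**Figure D2:**
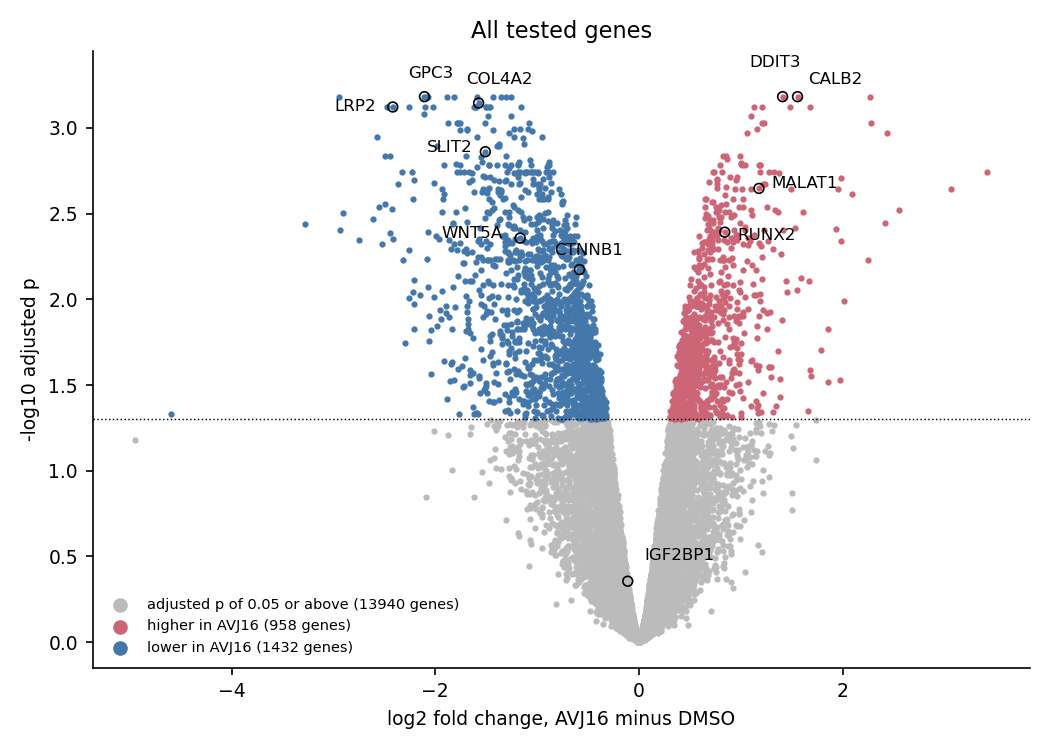
Each point is 1 of the 16330 genes tested, with the log2 fold change of AVJ16 against DMSO on the horizontal axis and -log10 of the adjusted p on the vertical axis. Red points are the 958 higher genes, blue points the 1432 lower genes, the dotted line marks an adjusted p of 0.05, and circles mark genes named in the text.

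The mRNA of the drug's target did not pass the test. IGF2BP1 (ENSG00000159217) lies on chromosome 17 from 48997385 to 49056145 of GRCh38, on the plus strand, and is a protein-coding gene. Its level was 266 ± 1.49 CPM in DMSO and 246 ± 11.7 CPM in AVJ16 (mean ± SD, n = 3), with a log2 fold change of -0.11 (95% confidence interval -0.31 to 0.09, adjusted p = 0.441). Of its paralogs, IGF2BP2 rose by 0.60 (SE 0.14, adjusted p = 0.0202), from 204 ± 14.5 to 308 ± 56.3 CPM, and IGF2BP3 had a log2 fold change of 0.01 (SE 0.15, adjusted p = 0.976), a value that turned to -0.02 without A and -0.20 without D. So 1 of the 3 family members was higher and 2 did not pass, and the same held for the count adjusted over the list alone. The median of the family was 0.01 and fell below 0, at -0.11, with scaling by library size alone. The call of IGF2BP2 was lost without A, B, C or F, with an adjusted p of up to 0.0956. Exons of MALSU1 on the opposite strand cover 17.8% of the exon length of IGF2BP3.

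Of 10 mRNAs that earlier work had named as IGF2BP1 targets, 2 fell, 1 rose and 7 did not pass the test, and 3 fell and 1 rose when adjusted over the list alone. CTNNB1 (ENSG00000168036, chromosome 3 from 41194741 to 41260096), which encodes beta-catenin, fell by 0.58 (SE 0.10, adjusted p = 0.00671), from 344 ± 11.7 to 229 ± 21.2 CPM. BTRC, a ubiquitin ligase subunit that targets beta-catenin for degradation, fell by 0.59 (SE 0.13, adjusted p = 0.0176). CD44, a hyaluronan receptor, rose by 0.41 (SE 0.11, adjusted p = 0.0361). The log2 fold changes of further members were -0.64 for GLI1, 0.36 for MYC, -0.33 for HMGA2, -0.20 for E2F1, -0.19 for LIN28B and -0.08 for BCL2, with adjusted p of 0.052, 0.156, 0.282, 0.411, 0.473 and 0.752. GLI1 did pass the thresholds that the study used for its counts, an adjusted p of 0.1 with a log2 fold change beyond 0.5. The list as a whole had no direction with camera (adjusted p = 0.326) but was lower with fry (0.0302). Without D, GLI1, MYC, HMGA2 and LIN28B passed at adjusted p of 0.0278, 0.000414, 0.000143 and 0.0406, and GLI1 also passed without E at 0.0335. These 4 genes passed with voom sample weights, at 0.00446, 0.000296, 9.1e-05 and 0.0183, and GLI1 with library size scaling at 0.0314. The values of HMGA2 (-0.61 to -0.18), E2F1 (-0.31 to -0.05) and LIN28B (-0.34 to -0.07) also varied without 1 library, with HMGA2 and LIN28B lowest without D. The value of BCL2 turned without A (0.03). The calls of BTRC and CD44 were lost without A, B, C, E or F, with adjusted p of up to 0.0963 and 0.169, and that of CD44 also with library size scaling (0.0723).

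The study took WNT genes that were lower in these samples to qPCR, so the direction of its qPCR genes is not independent evidence. Of the 11 genes with primers, 6 fell, 2 rose and 3 did not pass, and 8 fell and 3 rose when adjusted over the list alone. WNT5A, a ligand of non-canonical WNT signalling, fell by 1.17 (SE 0.18, adjusted p = 0.0044), from 19 ± 1.28 to 8.5 ± 2.22 CPM. The receptor FZD8 fell by 1.10 (SE 0.20, adjusted p = 0.00889), SMO, the transducer of Hedgehog signals, fell by 0.55 (adjusted p = 0.034), and FZD1 fell by 0.37 (adjusted p = 0.0451). RUNX2, a transcription factor of bone formation, rose by 0.84 (SE 0.13, adjusted p = 0.00406), and the secreted WNT antagonist DKK3 rose by 0.37 (adjusted p = 0.0465). CTNNB1 and BTRC, given above, are the remaining falls at an adjusted p of 0.05. AXIN2 fell at the study's thresholds, an adjusted p of 0.1 with a log2 fold change beyond 0.5. AXIN2, FZD3 and RUNX1 had log2 fold changes of -0.58, -0.44 and 0.33 and adjusted p of 0.0606, 0.0606 and 0.0835, and passed without D at 0.031, 0.0164 and 0.0364 and with voom sample weights at 0.0103, 0.00352 and 0.0338, as did AXIN2 (0.0382) and FZD3 (0.0306) with library size scaling. The list had a median of -0.55 (adjusted p = 0.04, camera; adjusted p = 0.3 with an estimated correlation), and its direction was lost without E, at an adjusted p of 0.0556, and on ranks, at 0.0813. The calls of FZD1 and DKK3 were lost without A, B, C, E or F (adjusted p of up to 0.168 and 0.212) and with no filter (0.059 and 0.0575), and also with DESeq2's size factors for FZD1 (0.0508) and library size scaling for DKK3 (0.14). The call of SMO was lost without A, B, C or F (up to 0.122) and that of FZD8 without B (0.051). Exons of USP47 on the opposite strand cover 47.5% of the exon length of DKK3, so its value is uncertain.

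**Figure D3:**
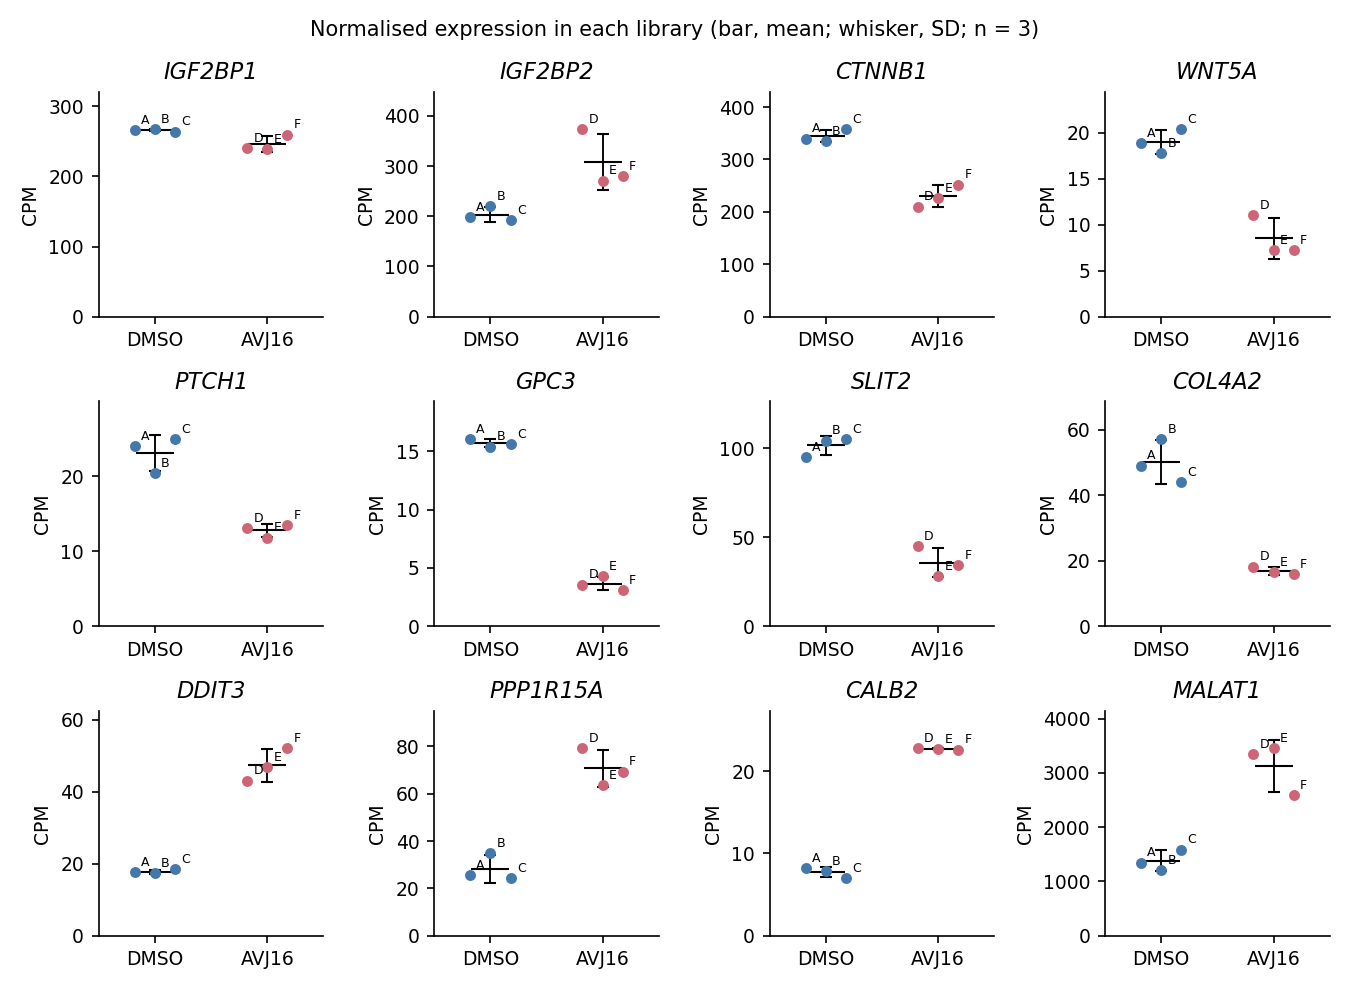
Normalised expression (CPM) of 12 named genes in each library, with 1 point per library, DMSO in blue and AVJ16 in red. Horizontal bars are means and whiskers are SDs of 3 libraries, for example 15.7 ± 0.33 CPM in DMSO and 3.65 ± 0.587 CPM in AVJ16 for GPC3.

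WNT pathway genes were lower in AVJ16 as a list at the preset correlation between genes. Of 59 tested ligands, receptors and transducers, 15 fell, 4 rose and 40 did not pass, and 17 fell and 4 rose when adjusted over the list alone. Components of the non-canonical branch were among the falls, with VANGL2 at -1.12 (SE 0.17, adjusted p = 0.00406), ROR1 at -1.01 (SE 0.16, adjusted p = 0.0046) and DAAM2 at -0.95 (SE 0.16, adjusted p = 0.00591). The list had a median of -0.19 and an adjusted p of 0.0121 (adjusted p = 0.12 with an estimated correlation). It shares 6 tested genes with the qPCR list. The study had named this pathway on these samples, so it is not independent evidence. Of 20 WNT antagonists, 4 fell, 2 rose and 14 did not pass, and 6 fell and 2 rose when adjusted over the list alone. Their median, at -0.23, was close to that of the pathway list, at -0.19. The antagonist list is smaller and had no direction with camera (adjusted p = 0.243), but was lower with fry (0.0302). NKD1 fell by 1.64 (SE 0.29, adjusted p = 0.00785) and KREMEN1 by 0.70 (SE 0.10, adjusted p = 0.00386). Of 19 genes that beta-catenin induces in many cell types, 6 fell, 1 rose and 12 did not pass, and 7 fell and 2 rose when adjusted over the list alone. Their median was -0.38. The list adjusted p was 0.0664 with camera, but 0.0461 without A, 0.0435 without C, 0.0455 without E and 0.0276 with fry. The adjusted p of that list was 0.484 with an estimated correlation and all libraries. NKD1 is also in that list, as is TCF7, which fell by 0.57 (SE 0.13, adjusted p = 0.0198). The call of TCF7 was lost without A, B, C or F, with an adjusted p of up to 0.0949. Exons on the opposite strand cover 24.4% of the exon length of DAAM2.

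Of the lists that were lower, the axon guidance, Hedgehog and extracellular matrix lists had the lowest p at the preset correlation. Of 27 Hedgehog genes, 12 fell, 1 rose and 14 did not pass, and 19 fell and 2 rose when adjusted over the list alone. The median was -0.60 (adjusted p = 2.91e-09; adjusted p = 0.0521 with an estimated correlation). Besides GPC3, with a log2 fold change of -2.11, the endocytic receptor LRP2 fell by 2.42 (SE 0.21, adjusted p = 0.000755), the co-receptor GAS1 by 1.26 (SE 0.14, adjusted p = 0.00165) and PTCH1, the Hedgehog receptor and itself a target of the pathway, by 0.85 (SE 0.12, adjusted p = 0.0037). Of 73 axon guidance genes, 30 fell, 0 rose and 43 did not pass, and 36 fell and 1 rose when adjusted over the list alone. The median was -0.48 (adjusted p = 5.56e-11; adjusted p = 0.0521 with an estimated correlation). The guidance ligand SLIT2 fell from 102 ± 5.53 to 35.7 ± 8.36 CPM (log2 fold change -1.51, SE 0.16, adjusted p = 0.00138), the netrin NTN1 fell by 1.61 (adjusted p = 0.000755), and the ephrin receptors EPHA4 and EPHA7 fell by 1.38 and 1.30 (adjusted p = 0.00128 and 0.00146). Of 68 matrix and receptor genes, 23 fell, 4 rose and 41 did not pass, and 26 fell and 6 rose when adjusted over the list alone. The median was -0.25 (adjusted p = 3.27e-07; adjusted p = 0.12 with an estimated correlation). The basement membrane collagens COL4A2 and COL4A6 fell by 1.57 (SE 0.13, adjusted p = 0.000716) and 1.88 (SE 0.18, adjusted p = 0.000938), and the laminin chain LAMA4 fell by 1.69 (SE 0.17, adjusted p = 0.00102). The study named these pathways on these samples, so these directions are not independent evidence.

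The PI3K-Akt and drug transporter lists, as defined here, had no direction. The study named PI3K-Akt on these samples as a KEGG gene set enriched among lower genes, which is another gene set and another test. It named single drug transporters, among them ABCG2 and ABCC5, and not a list. The lack of a direction here is therefore no test of those results. Of 72 PI3K-Akt genes, 10 fell, 8 rose and 54 did not pass (12 and 11 adjusted over the list alone; list adjusted p = 0.713), and its direction turned without E at an adjusted p of 1. The receptors FGFR3 and FLT1 fell by 1.09 (SE 0.14, adjusted p = 0.00237) and 1.28 (SE 0.18, adjusted p = 0.00308), and GNG2, a G protein subunit, fell by 2.33 (SE 0.27, adjusted p = 0.00182). Of 12 drug efflux transporters, 1 fell, 0 rose and 11 did not pass, with the same counts when adjusted over the list alone (list adjusted p = 0.235). The fall was ABCG2, by 0.96 (SE 0.22, adjusted p = 0.0221), a call that was lost without A, B, C, E or F (adjusted p of up to 0.1) and in DESeq2 with the study's settings (0.0602). ABCC5 had a log2 fold change of -0.36 (adjusted p = 0.0581) and passed without D (0.0155), with library size (0.0304) or upper quartile (0.0482) scaling and with voom sample weights (0.00404).

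**Figure D4:**
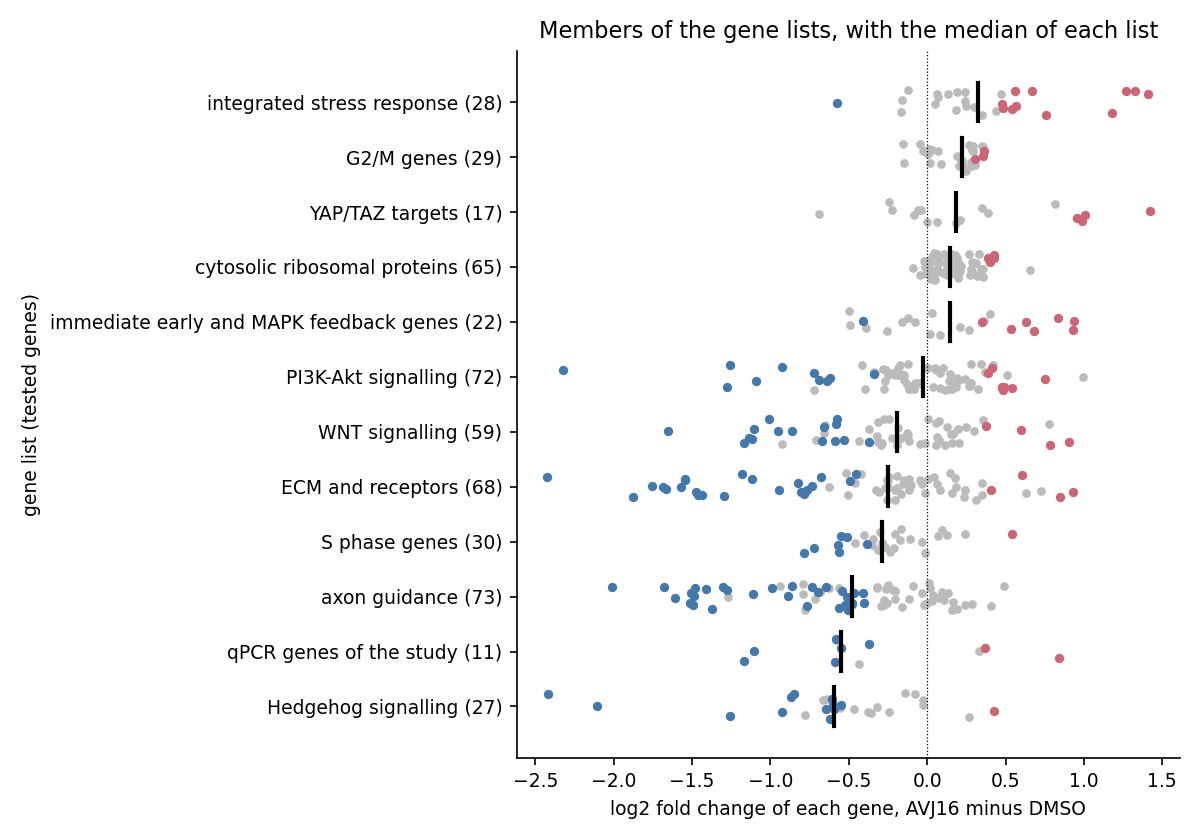
Log2 fold change of AVJ16 against DMSO for each tested gene (points, spread vertically at random) of the 11 lists with a direction and of the PI3K-Akt list, with the number of tested genes after each name and the median as a black bar. Red and blue points are higher and lower genes at an adjusted p of 0.05, grey points did not pass, and medians run from -0.60 for Hedgehog signalling to 0.32 for the integrated stress response.

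Genes of the integrated stress response, which ATF4 and CHOP induce when translation initiation is restrained, were higher. Of 28 tested, 11 rose, 1 fell and 16 did not pass, and 17 rose and 1 fell when adjusted over the list alone. The median was 0.32 (adjusted p = 6.39e-08; adjusted p = 0.114 with an estimated correlation). Besides DDIT3, at 1.41, PPP1R15A, the phosphatase subunit that ends the response, rose by 1.32 (SE 0.16, adjusted p = 0.00182), CHAC1 by 1.27 (SE 0.20, adjusted p = 0.00456) and STC2 by 0.67 (SE 0.10, adjusted p = 0.00393). The stress lists were fixed after the figures of the study had been opened, so they are not independent evidence. Other stress programmes had no direction with camera. Of 20 ER chaperone genes, 2 rose, 2 fell and 16 did not pass, also when adjusted over the list alone (list adjusted p = 0.747), and their median, at 0.01, and mean, at -0.01, differed in sign, with a median below 0 under library size or upper quartile scaling. HSPA5, the chaperone BiP, rose by 0.50 (adjusted p = 0.0178) and CRELD2 fell by 0.77 (adjusted p = 0.0109). Of 15 cytosolic heat shock genes, 2 rose, 3 fell and 10 did not pass (3 and 3 adjusted over the list alone; list adjusted p = 0.438, but 0.00196, lower, with fry). HSPA1A fell by 0.88 (adjusted p = 0.00726), with reads that HSPA1B could share, and HSPA8 rose by 0.48 (adjusted p = 0.0173). Of 18 NRF2 targets, PGD rose, at 0.31 (adjusted p = 0.049), and 17 did not pass (0 adjusted over the list alone; list adjusted p = 0.895), with a direction that turned without B (0.944) or D (0.335). AKR1B10 had a log2 fold change of -4.95 that did not pass (adjusted p = 0.066) and ran from -7.70 without E to -1.61 without B. It passed only without A (0.0496) and with voom sample weights (0.0233), with 4.76 ± 7.38 CPM in DMSO and 0.168 ± 0.252 CPM in AVJ16. Of 5 aryl hydrocarbon receptor targets, TIPARP rose by 0.50 (adjusted p = 0.0244) and 4 did not pass, also when adjusted over the list alone (list adjusted p = 0.439). These calls were lost without A, B, C, E or F for PGD and TIPARP (adjusted p of up to 0.208 and 0.1), without A, B, C or F for HSPA8 (0.116), without A, C or F for HSPA5 (0.107) and without B for CRELD2 (0.0556). With all libraries, library size scaling ended those of PGD (0.158) and TIPARP (0.0751), and upper quartile scaling (0.0584), no filter (0.0627) and a dispersion that was not robust (0.0507) ended that of PGD.

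H1299 cells lack p53, so p53-induced genes served as a control, and they moved in both directions. Of 20 tested, 5 rose, 4 fell and 11 did not pass (5 and 6 adjusted over the list alone; list adjusted p = 0.747), with a median of 0.08, a mean of -0.03 and a median of -0.04 under library size scaling. GADD45A rose by 1.21 (SE 0.10, adjusted p = 0.000755), and BTG2, PHLDA3 and SESN1 fell by 1.05, 1.21 and 0.83 (adjusted p = 0.00469, 0.00529 and 0.0063). Of 26 pro-apoptotic genes, 3 rose, 2 fell and 21 did not pass (4 and 4 adjusted over the list alone; list adjusted p = 0.895), with a median of -0.01 that turned positive with DESeq2's size factors, and a direction that turned without C (0.969) or D (0.36). CASP10 fell by 1.27 (SE 0.20, adjusted p = 0.00469), and the death receptor FAS rose by 0.54 (adjusted p = 0.0319). Of 10 anti-apoptotic genes, 2 rose, 0 fell and 8 did not pass, also when adjusted over the list alone (list adjusted p = 0.185). The survival factor MCL1 rose by 0.48 (SE 0.09, adjusted p = 0.0115). The call of FAS was lost without A, B, C, E or F (adjusted p of up to 0.11) and with library size scaling (0.0811), and that of MCL1 without A, B or F (up to 0.0705).

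Genes that act in S phase were lower and mitotic genes higher as lists at the preset correlation, and the lists were not tested against each other. Of 30 S phase genes, 7 fell, 1 rose and 22 did not pass, and 14 fell and 1 rose when adjusted over the list alone. The median was -0.29 (adjusted p = 0.0011; adjusted p = 0.114 with an estimated correlation). FEN1, GINS1 and PCNA, which act at replication forks, fell by 0.79, 0.72 and 0.55 (adjusted p = 0.00226, 0.00466 and 0.00538), and the clamp loader subunit RFC4 rose by 0.54 (adjusted p = 0.00527). Of 29 G2/M genes, 3 rose, 0 fell and 26 did not pass, and 0 passed when adjusted over the list alone. The median was 0.23 (adjusted p = 0.0121; adjusted p = 0.366 with an estimated correlation), and the direction was lost without D, at an adjusted p of 0.0749. The mitotic kinesin KIF2C rose by 0.36 (adjusted p = 0.0333), TPX2 by 0.36 (adjusted p = 0.0468) and the kinase AURKA by 0.31 (adjusted p = 0.0487). The calls of KIF2C and AURKA were lost without A, B, C, E or F, and that of TPX2 without A, B, C or F, with adjusted p of up to 0.156, 0.203 and 0.213. All 3 were also lost with library size scaling (0.126, 0.187 and 0.1175), and AURKA and TPX2 with upper quartile scaling (0.0527 and 0.0566) and with no filter (0.0644 and 0.0506).

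Immediate early and YAP/TAZ genes were higher as lists at the preset correlation, and both directions were lost on ranks, at an adjusted p of 0.118 each. Of 22 immediate early and MAPK feedback genes, 7 rose, 1 fell and 14 did not pass (9 and 1 adjusted over the list alone), with a median of 0.15 (adjusted p = 0.0187; adjusted p = 0.417 with an estimated correlation). FOSL1, an AP-1 subunit, rose by 0.93 (SE 0.16, adjusted p = 0.0063), and the phosphatase DUSP1 by 0.83 (SE 0.13, adjusted p = 0.00452). Of 17 YAP/TAZ targets, 4 rose, 0 fell and 13 did not pass (6 and 1 adjusted over the list alone), with a median of 0.18 (adjusted p = 0.0187; adjusted p = 0.597 with an estimated correlation). ANKRD1 rose by 1.42 (SE 0.21, adjusted p = 0.00393), GADD45B by 1.01 (SE 0.13, adjusted p = 0.00226), CCN1 by 0.99 (SE 0.18, adjusted p = 0.00901) and CCN2 by 0.95 (SE 0.19, adjusted p = 0.0133). The median of this list against DMSO was -0.03 in D and 0.11 in E and F. Its direction was lost with fry, at an adjusted p of 0.115, and without F, at 0.066, as were the calls of CCN1 without C (0.0511) and of CCN2 without B, C or F (up to 0.0679). Of 13 NF-kB and inflammatory genes, 3 rose, 1 fell and 9 did not pass (5 and 1 adjusted over the list alone; list adjusted p = 0.0625, but 0.0465 without B and 0.0013 without D). These list values used the preset correlation. With an estimated correlation of 0.484 the adjusted p of the list was 0.666 with all 6 libraries. LIF, a cytokine of the interleukin-6 family, rose by 0.98 (SE 0.18, adjusted p = 0.00889). Of 18 interferon-stimulated genes, the RNA sensor IFIH1 rose, at 0.48 (adjusted p = 0.0338), and 17 did not pass (0 adjusted over the list alone; list adjusted p = 0.326). Its call was lost without A, B, C or F, with an adjusted p of up to 0.1253, and with library size scaling (0.0773).

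TGF-beta, mesenchymal and epithelial genes had no direction as lists at the preset correlation. Of 25 TGF-beta genes, 2 rose, 3 fell and 20 did not pass (2 and 6 adjusted over the list alone; list adjusted p = 0.185, but 0.00196, lower, with fry). LTBP1, which holds the ligand in the matrix, fell by 1.47 (SE 0.13, adjusted p = 0.000755) and the inhibitory SMAD6 fell by 1.12 (SE 0.14, adjusted p = 0.00229). Of 15 mesenchymal markers, 2 rose, 3 fell and 10 did not pass (3 and 3 adjusted over the list alone; list adjusted p = 0.673). SPARC and MMP2 fell by 0.86 and 0.83 (adjusted p = 0.00236 and 0.00456), and TWIST1 rose by 0.46 (adjusted p = 0.0307). Of 12 epithelial markers, 1 fell, 0 rose and 11 did not pass, also when adjusted over the list alone (list adjusted p = 0.672), with a median of 0.17 and a mean of -0.05. The fall was CDH1, by 2.53 (SE 0.40, adjusted p = 0.00479), at 1.45 ± 0.157 CPM in DMSO and 0.234 ± 0.182 CPM in AVJ16. The call of TWIST1 was lost without A, B, C, E or F, with an adjusted p of up to 0.127, and with library size scaling (0.0902).

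The cholesterol synthesis, fatty acid synthesis and respiratory chain lists had no direction with all 6 libraries. At the preset correlation they were higher without library D, which carried the high mitochondrial share. Their correlations, estimated with all 6 libraries, were 0.636, 0.181 and 0.477, with adjusted p of 0.783, 0.666 and 0.783. Camera with an estimated correlation was not run without D. Of 65 cytosolic ribosomal protein genes, 4 rose, 0 fell and 61 did not pass, and 0 passed when adjusted over the list alone. The median was 0.15 (adjusted p = 0.00314; adjusted p = 0.76 with an estimated correlation), but against DMSO it was -0.17 in D and 0.28 in E and F. The adjusted p was 1.25e-08 without D, and the direction was lost without E, at 0.243, and with fry, at 0.388. RPL11 rose by 0.43 (SE 0.11, adjusted p = 0.0337), a call lost without A, B, C, E or F (adjusted p of up to 0.159) and with library size scaling (0.0687), and processed pseudogenes share its sequence. Of 24 cholesterol synthesis genes, 2 rose, 1 fell and 21 did not pass, also when adjusted over the list alone (list adjusted p = 0.157, and 4.48e-06, higher, without D). Like the NF-kB list, this list was fixed after the figures of the study had been opened, and is not independent evidence. FDFT1, squalene synthase, rose by 0.96 (SE 0.18, adjusted p = 0.0103), a call lost without B or C (adjusted p of up to 0.0557). Of 13 fatty acid synthesis genes, 2 rose, 1 fell and 10 did not pass (4 and 1 adjusted over the list alone; list adjusted p = 0.0664, but 0.0461 without A and 0.00032 without D, both higher). The desaturase SCD rose from 3121 ± 147 to 4869 ± 337 CPM (log2 fold change 0.64, SE 0.11, adjusted p = 0.00619), and ACSS2 rose by 0.82 (adjusted p = 0.00591). Of 34 nuclear genes of the respiratory chain, 3 rose, 0 fell and 31 did not pass, also when adjusted over the list alone (list adjusted p = 0.0775, but 0.045 without A and 0.000239 without D, both higher), with a median of 0.10 that was -0.01 under library size scaling. UQCRB rose by 0.57 (SE 0.14, adjusted p = 0.0294), a call lost without A, B or C (up to 0.117). None of the 13 mitochondrially encoded mRNAs passed in edgeR with all 6 libraries, but MT-CO2 and MT-ND4L were higher without D (adjusted p = 0.0351 and 0.019), and MT-CO2 in DESeq2 with the study's settings (0.0204) and its default filtering (0.0157) and with voom sample weights (0.00956). The median of the 13 against DMSO was 1.21 in D but -0.03 in E and F. The adjusted p of that list was 0.0625, and it was 0.956 without D but 0.026 without A, 0.0462 without B, 0.0179 without E, 3.42e-05 without F, 0.0136 on ranks and 0.0247 with library size scaling. These list values used the preset correlation. With all 6 libraries the estimated correlation of the list was 0.936, and the adjusted p was 0.76 there and 0.511 with fry. MT-ND4 had 12689 ± 1696 CPM in DMSO and 21476 ± 11800 CPM in AVJ16 (adjusted p = 0.149), and its log2 fold change was 0.76, but 0.22 without D.

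Of 22 hypoxia and glycolysis genes, 3 fell, 0 rose and 19 did not pass, also when adjusted over the list alone (list adjusted p = 0.747), with a median of 0.04, a mean of -0.10 and a median of -0.07 under library size scaling, and its direction turned on ranks (0.872) and without B or D (0.834 without D). EGLN3, a prolyl hydroxylase, fell by 1.75 (SE 0.17, adjusted p = 0.000938), and the aldolase ALDOC by 1.46 (SE 0.23, adjusted p = 0.00473). Of 25 lysosome and autophagy genes, 3 rose, 2 fell and 20 did not pass (3 and 3 adjusted over the list alone; list adjusted p = 0.84), with a direction that turned without D (0.699). NPC1, a cholesterol transporter, rose by 0.71 (SE 0.12, adjusted p = 0.00584), and the galactosidase GLA fell by 0.95 (SE 0.15, adjusted p = 0.00456).

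The abundant nuclear RNAs MALAT1 and NEAT1 were higher, and histone mRNAs had no direction as a list. MALAT1 (ENSG00000251562), a nuclear long noncoding RNA on chromosome 11 from 65497640 to 65508073, rose from 1381 ± 190 to 3126 ± 472 CPM (log2 fold change 1.18, SE 0.15, adjusted p = 0.00226). NEAT1, the scaffold of paraspeckles, rose by 0.68 (SE 0.11, adjusted p = 0.00519). RMRP had a log2 fold change of -1.83 (adjusted p = 0.0993), which was -0.54 without C and -2.29 without E. In this list 2 of the 5 tested nuclear and structural RNAs rose, 0 fell and 3 did not pass (2 and 1 adjusted over the list alone; list adjusted p = 0.0775, and 0.0194 without C), with a median of 0.10, a mean of -0.14 and a median of -0.01 under library size scaling. Of 16 replication-dependent histone mRNAs, which lack a poly(A) tail, 3 fell, 0 rose and 13 did not pass (5 and 0 adjusted over the list alone; list adjusted p = 0.0664, but 0.026 without A, 0.00183 without B, 0.021 without E and 0.0291 on ranks). With an estimated correlation and all libraries the list adjusted p was 0.666 for the nuclear and structural RNAs and 0.76 for the histones. Of 3 tested haematopoietic markers, ITGAM fell from 5.13 ± 0.722 to 3 ± 0.119 CPM (adjusted p = 0.0142) and 2 did not pass, and 1 rose and 1 fell when adjusted over the list alone. The call of ITGAM was lost without A or F (adjusted p of up to 0.0852), and the marker that rose over the list alone was CD68, at 0.786 ± 0.398 CPM in DMSO and 1.87 ± 0.847 CPM in AVJ16 (adjusted p = 0.0719, but 0.00185 without D, 0.00869 with voom sample weights, and 0.0387 and 0.0299 in DESeq2 with the study's settings and its default filtering). Of 4 tested endothelial and fibroblast markers, COL3A1 fell by 1.46 (adjusted p = 0.000755), as did COL1A1 by 0.81 (adjusted p = 0.0293), and 2 did not pass, whereas 1 rose and 2 fell when adjusted over the list alone. The call of COL1A1 was lost without A, B, C or F (adjusted p of up to 0.117).

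In all, 36 lists had at least 5 tested genes, and 11 had a direction, 6 lower and 5 higher, at a preset correlation of 0.01 between genes. With an estimated correlation 0 of the 36 passed, while 10 passed on ranks and 14 with fry, of which 8 and 9 were among the 11, and another grouping of the 6 libraries gave 13 lists with a direction.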

Values the study reported

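The study reported 1306 genes lower and 823 genes higher after AVJ16 at a log2 fold change beyond 0.5 and an adjusted p of 0.1. Its principal components held 54% and 32% of the variance.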

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

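The count of 2390 genes kept within 1.5 times under every other scaling, filter, tool and dispersion setting except voom with sample weights (7105). It was 763 at an adjusted p of 0.01, 389 against a log2 fold change of 0.5 and 548 with the study's fold filter in DESeq2, which are stricter by construction. Without 1 library it ranged from 824 to 6250, and the cause was not tested. At the study's thresholds the count ran from 1500 to 3355 without 1 library, and from 2129 (823 higher and 1306 lower, DESeq2 with the study's settings) to 3485 (voom with sample weights) otherwise. The 11 lists with a direction became 0 with an estimated correlation. The estimate was -0.00343 for the WNT, 0.00853 for the Hedgehog, -0.00943 for the S phase and -0.0313 for the qPCR list. These values lie below the preset 0.01, so they argue against higher correlation between genes as the cause for these lists. For the Hedgehog list the unadjusted p of camera still went from 1.62e-10 at the preset to 0.00289 at the estimate. In these lists the adjusted p with an estimated correlation is therefore no measure of the effect of correlation. For the others of the 11 the estimate ran from 0.0132 (axon guidance) to 0.631 (ribosomal proteins), and no other cause was tested. The number of lists with a direction was 11 to 16 without 1 library, 10 on ranks (8 of them among the 11) and 14 with fry (9 among the 11). With an estimated correlation the adjusted p was 0.12 for the WNT list, 0.0521 for the Hedgehog list, 0.12 for the matrix list and 0.0521 for the axon guidance list. Without 1 library it ranged from 0.0085 to 0.026, from 2.07e-09 to 5.33e-08, from 9.83e-08 to 1.34e-05 and from 1.5e-11 to 1.17e-09 for the same lists, and from 0.562 to 1 for the PI3K-Akt list, whose direction turned without E (1). IGF2BP3 turned with library size scaling (-0.1078), voom (-0.0167) and voom with weights (-0.1221), and ran from -0.1961 (without D) to 0.134 without 1 library. BCL2 ran from -0.1565 to 0.029 (without A). CYP1A1 ran from -0.0022 (without A) to 0.2762, DCN from -0.1307 (without A) to 0.3329, and RN7SL1 from -2.9003 to 0.356 (without C), with 0.2992 with voom weights. The cause was not tested. Of the 175 genes of the naming rule that are reported here, 131 passed in the main analysis, and 77 of these kept their call in all 17 settings. Another 27 lost it only without 1 library and 27 in another setting too, and 0 changed sign. With mitochondrially encoded mRNAs left out, chosen after the data were seen, the counts were 2400 genes and 11 lists. No paired analysis was possible because the columns carry no replicate numbers, and the planned fits with a replicate block were not run. What depth limits was not tested.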

Other observations

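Collagen, calcium channel and ephrin receptor genes were in 3 of the 8 families, out of 228, that had a direction at the preset correlation in a scan of symbol families, a test chosen after the result was seen. With an estimated correlation no family passed, and the adjusted p was 0.245 for collagens and 0.939 for each of the other 7. The 26 collagen genes had a median log2 fold change of -0.96, with 13 lower and 1 higher (adjusted p = 9.93e-12). The 9 CACNA genes, which encode subunits of calcium channels, had a median of -1.07 with 5 lower (adjusted p = 0.000223). The 8 EPHA receptors had a median of -1.12 with 4 lower (adjusted p = 0.000337). LRP receptors (adjusted p = 0.00405), ADAMTS proteases (0.0101), HOX genes (0.0103) and ALDH enzymes (0.0405) were lower, and RPL ribosomal proteins were higher (0.0103).

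The predictions for the tests below were written before the tests were run, and after the libraries and an exploratory fit had been seen, except that the tests of the stress genes without E, without F and in each library were chosen after the result without D was seen. Axon guidance, matrix, WNT and Hedgehog genes were lower as lists at the preset correlation but not at an estimated one (adjusted p = 0.0521, 0.12, 0.12 and 0.0521), and their median genomic spans were 119, 85.2, 62.1 and 99.1 kb. Among genes in the top 10% by span (median 262 kb), 25.2% were lower and 3.93% higher, and their median against DMSO was -0.32 in E and -0.26 in F but -0.07 in D, while the rank correlation with span did not follow treatment (-0.284 in E, -0.175 in F and 0.0883 in D, and -0.0566 in A, -0.162 in B and 0.193 in C). Among 10000 random lists of the same span and expression, the medians of these lists stood at percentiles of 0.01, 0.01, 0.4 and 0.01, and among lists matched on GC content and transcript length at 0.01, 0.65, 0.98 and 0.01, where 0.01 is the lowest possible. The values argue against span alone, and against GC content with transcript length alone, as the whole cause. Span and transcript length were not matched together. For each list, random lists matched on span had shorter transcripts (axon guidance, median 4190 against 5684 bases). Those matched on length had shorter spans (47.2 against 119 kb). A joint effect was thus not tested, and it and a partial contribution stay open.

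Library D stood apart, with a mitochondrial share of 11.93%, and 275 genes were over 2-fold higher and 481 over 2-fold lower in it than in the mean of E and F. Its distance to E and F over that between E and F was 1.40 with all genes and 1.42 without mitochondrial mRNAs, so leaving these out did not bring D closer, and the fall to 1 that a few dominant genes would need was not seen. The bound of 1.5 set beforehand against that cause was not reached and the ratio has no measured spread, so it stays open. For damaged cells that kept nuclear RNA, the bound set beforehand against that cause was met, since the median log2 ratio of D to E and F was 1.21 for mitochondrial mRNAs and -0.11 for nuclear RNAs. That bound was judged wrong only after its value was seen, because the 5 nuclear RNAs ran from -3.84 to 0.32 and a median over both sides decides little, so the result is left open, and no biological cause was tested, since the design gives none within a group.

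Integrated stress response genes were higher as a list at the preset correlation but not at an estimated one (adjusted p = 0.114). The median was 1.06 times that from all 3 AVJ16 libraries without D, 1.05 times without E and 1.08 times without F. Against DMSO it was 0.31 in D, 0.25 in E and 0.38 in F, and each DMSO library against the other 2 had 0.02, 0.06 and -0.06. These values argue against 1 stressed library, and the cause of the rise stays open.

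For the rise of MALAT1, a prediction written beforehand took a histone median of 0 or below, or a low median of long noncoding RNAs, which was not computed, as evidence against carry-over of unprocessed RNA. The median was -0.36, but that of S phase genes was -0.29, and histone mRNAs follow S phase, so carry-over stays open.

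With 10 splits of the 6 libraries into 3 and 3, a share under 0.05 cannot be reached. The real split gave 2390 genes and the highest other 0, so 1 split had as many. At an adjusted p of 0.1 and a log2 fold change beyond 0.5 it gave 2412 and the highest other 0, again 1 split. For lists, 4 splits had as many as the real 11, the highest being 13, for A, B and D against C, E and F, with 11 for A, B and F and for A, E and F against the rest. Every other split had AVJ16 libraries in both groups. It therefore kept part of the treatment contrast and added treatment differences to the spread within groups. Such mixing can give 0 genes and can leave lists with a direction, so these splits decide neither question. The number of lists with a direction is not taken as evidence of a treatment effect by itself.

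The main components on 500 genes held 66.1% and 16.95% of the variance, and on all tested genes 50.9% and 27.7%. The share of the second was lower than the study gives for its own.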
